# RNA-seq reveals Nup62 as a potential regulator for cell division after traumatic brain injury in mice hippocampus

**DOI:** 10.7717/peerj.14913

**Published:** 2023-03-07

**Authors:** Jianwei Zhao, Weihua Wang, Ke Yan, Haifeng Zhao, Zhen Zhang, Yu Wang, Wenyu Zhu, Shiwen Chen

**Keywords:** Traumatic brain injury, RNA-seq, Nup62, Bioinformatics, Hippocampus

## Abstract

**Background:**

Hippocampus impairment is a common condition encountered in the clinical diagnosis and treatment of traumatic brain injury (TBI). Several studies have investigated this phenomenon. However, its molecular mechanism remains unclear.

**Methods:**

In this study, Illumina RNA-seq technology was used to determine the gene expression profile in mice hippocampus after TBI. We then conducted bioinformatics analysis to identify the altered gene expression signatures and mechanisms related to TBI-induced pathology in the hippocampus. Real-time quantitative polymerase chain reaction and western blot were adopted to verify the sequencing results.

**Results:**

The controlled cortical impact was adopted as the TBI model. Hippocampal specimens were removed for sequencing. Bioinformatics analysis identified 27 upregulated and 17 downregulated differentially expressed genes (DEGs) in post-TBI mouse models. Potential biological functions of the genes were determined *via* Gene Set Enrichment Analysis (GSEA)-based Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses, which suggested a series of functional changes in the nervous system. Specifically, the nucleoporin 62 (Nup62) DEG was discussed and verified. Gene ontology biological process enriched analysis suggests that the cell division was upregulated significantly. The present study may be helpful for the treatment of impaired hippocampus after TBI in the future.

## Introduction

Temporary or permanent cognitive impairment is one of the most common complications of traumatic brain injury, mainly manifested as memory loss, poor concentration, and reduced executive ability (Maas, Stocchetti & Bullock, 2008; Paterno, Folweiler & Cohen, 2017; Sinke et al., 2021). The hippocampus is crucial to memory (Kim et al., 2015). It is a vital brain region involved in the physiological circuitry of memory and is often damaged after TBI (Graham et al., 1995). The destruction of the hippocampus is a pathological feature of the human and animal models of brain injury (Carbonell & Grady, 1999; Graham et al., 1995). TBI includes primary and secondary injuries, and the hippocampus is highly susceptible to TBI (Ansari, Roberts & Scheff, 2008). The primary brain injury is caused at the moment of the impact, which involves direct tissue damage, impaired regulation of cerebral blood flow, and diffuse axonal injury due to shearing, tearing, or stretching (Prasetyo, 2020). The secondary injury was complex and involved a cascade of ischemia, anoxia, and cytotoxic and inflammatory processes (Prasetyo, 2020). After TBI, hippocampal atrophy is a common problem in various experimental models of TBI (Bramlett & Dietrich, 2002; Saber et al., 2017) that contribute to hippocampal-dependent memory impairments. Changes were also observed in the hippocampal structure at the cellular level. Fourier transform infrared imaging (FTRI) identified TBI-caused significant structural changes with respect to total protein content, lipid content, lipid/protein ratio, and membrane lipid order (Cakmak et al., 2016; Ustaoglu et al., 2021). The dysregulation of neurotransmitters, including gamma-aminobutyric acid (GABA) and glutamate (Almeida-Suhett et al., 2015; Harris et al., 2012), led to hippocampal deficits. Also, biochemical compounds and changes in electrical neural activity affected different subsections of the rodent hippocampus following TBI (Girgis et al., 2016).

As mentioned above, pathological changes occur in the hippocampus after TBI at all levels (Almeida-Suhett et al., 2015; Bramlett & Dietrich, 2002; Cakmak et al., 2016; Girgis et al., 2016; Harris et al., 2012; Saber et al., 2017; Ustaoglu et al., 2021). However, the mechanism of injury and modulation in the hippocampus post-TBI is yet controversial. Our results identified the putative genetic changes and potential therapeutic targets of hippocampal injury in mice after moderate TBI using Illumina RNA-seq technology.

Strikingly, RNA sequencing technology has become a powerful research tool for exploring disease pathogenesis. In previous studies, transcriptome analyses were used to identify gene changes in the hippocampus post-TBI at later time points, such as 3 or 7 days (Attilio et al., 2021; Todd et al., 2021). As the effect of TBI on hippocampal brain tissue was time-dependent (Ustaoglu et al., 2021), in this study, 24 h post-TBI was chosen as the time point. As affected by primary and secondary injuries, the whole hippocampus tissue was examined in this research. We used a systematic approach to identify novel molecular biomarkers. In addition, the differently expressed gene (DEG) profiles were explored based on sequencing data. Functional enrichment analyses determined the hub gene-related functions. The top hub gene Nup62 was chosen, and the upregulation of Nup62 was determined by both real-time quantitative polymerase chain reaction (RT-qPCR) and western blot (WB) assay. These findings could provide a novel insight into TBI-induced hippocampus impairment.

## Materials & Methods

### Animals and experimental groups

Male C57B6/J 8–10-weeks-old mice (20–25 g; SLAC Laboratory Animal Corporation, Shanghai, China) used in this work were bred and housed (five per cage) in standard cages under a 12-hour light-dark cycle with the controlled temperature of 23 ± 2 °C and full access to food and water. A total of 24 mice were randomly divided into two groups: TBI (*n* = 12) and sham-operated (*n* = 12). In each group, three mice as biological replicates were used for RNA sequencing, three used for (RT-qPCR), four for WB, and two for hematoxylin-eosin (HE) staining. All procedures in these studies involving animals followed the protocols approved by Suzhou Institute of Biomedical Engineering and Technology, Chinese Academy of Sciences, Suzhou, China (Approval No: 2021-B28). Samples were collected 24 h after the models were established. All mice were euthanized humanely *via* cervical spondylectomy.

### Establishment of the TBI mouse model

Controlled cortical impact (CCI) was adopted as the TBI model. After the mice were anesthetized with 1% ketamine (75 mg/kg) and xylazine (10 mg/kg), their heads were fixed in a stereotaxic frame (Stoelting, Wood Dale, IL, USA), and their body temperature was kept at 37 °C placing a warming pad under the body. Then, a 10-mm-long incision was made from the midline of the skull under aseptic conditions. After separating the skin and fascia using a vascular clamp, we performed a craniotomy over the center of the right parietal bone, one mm lateral to the sagittal suture using a 4-mm trephine. Mice were excluded from the study if the dura mater was damaged during surgery. The TBI mouse model was established using a CCI device (PinPoint Precision Cortical Impactor PCI3000; Hatteras Instruments Inc., Cary, NC, USA) to simulate a moderate TBI based on our previous studies (Gong et al., 2022; Jing et al., 2020; Yuan et al., 2016). The brain injury of moderate severity was induced using CCI with the following parameters: impact velocity 1.5 m/s, dwell time 100 ms, and striking depth 1.5 mm. The bleeding was staunched with a sterile cotton compress. Bone wax was covered over the surface of the cortex, and the incision was closed carefully with interrupted 6–0 silk sutures under aseptic conditions. The sham group underwent the same procedure except for the impact injury. During the experiment, the body temperature of the mice was stabilized using a heating pad until their consciousness recovered fully; then, all mice were tagged and returned to their cages.

### Hippocampal extraction and mRNA sequencing

The mice were anesthetized and sacrificed 24 h after TBI, and their brains were harvested immediately. The hippocampal tissues were separated from the brains according to Paxinos and Franklin’s Mouse Brain Atlas (Paxinos & Franklin, 2013). The scalp of the mice was cut to expose the head after they were killed by cervical spondylectomy humanely. The mouse skull was pulled apart with tweezers. Then, the superficial cerebral cortex was carefully removed with straight forceps to expose the underlying hippocampal tissue. Similarly, the contralateral hippocampal tissue was also exposed. Finally, the hippocampus was isolated from the surrounding tissue. The brain was sectioned and stained with HE (see the photograph and HE stained section in the Supplemental Files). Total RNA was extracted using MolPure^®^ Cell/Tissue Total RNA Kit (Yeasen Biotechnology (Shanghai) Co., Ltd., Shanghai, China). After generating cDNA libraries, RNA-seq was performed on the Illumina NovaSeq platform according to the manufacturer’s protocol. The RNA-seq datasets have been deposited in the Gene Expression Omnibus (GEO) database under GEO: Message Body GSE214701.

### Bioinformatics analysis

In the current analysis, FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) method was adopted for quality control. HISAT2 (http://ccb.jhu.edu/software/hisat2) was used to align the raw RNA-seq reads to the mouse reference genome (Mus musculus, GRCm38) and StringTie (http://ccb.jhu.edu/software/stringtie) to assemble and quantify the transcripts. The DEGs between the TBI and sham groups were analyzed using the “DESeq2” R package (version 1.38) in R (version 4.2.2) statistical software (R Core Team, 2022) (settings: *P* < 0.05; fold-change (FC)>1.5 or <0.667; false discovery rate (FDR)<0.1). The principal component analysis (PCA) plot was used to determine the principal components using the DEGs list and visualized using the “ggbiplot” R package (version 0.55). The clustering analysis of DEGs was carried out using the “pheatmap” package (version 1.0.12) of R.

The GSEA method with all genes was used for gene enrichment analysis. Functional terms were retrieved from the GO database that describes the gene attributes, including the biological process (BP), molecular function (MF), and cellular component (CC). Then, the analysis was performed to identify significantly different regulatory pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG), a major public pathway-related database. GSEA-based GO and KEGG analyses were performed using the “clusterProfiler” package (version 4.4.4; https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html) of R statistical software.

### RT-qPCR

For RT-qPCR, total RNA was isolated using the MolPure^®^ Cell/Tissue Total RNA Kit (Yeasen Biotechnology) and reverse transcribed into cDNA. qPCR was carried out using gene-specific primers and *α*-tubulin as the reference gene. Gene-specific primers used for amplification are listed in the Supplemental Files. Then, the mRNA relative expression levels were analyzed *via* RT-qPCR on a LightCycler 480 (Roche).

### Western Blot assays

The isolated hippocampal tissue was homogenized in lysis buffer by ultrasonication, diluted in loading buffer (Cat# P0015; Beyotime) to estimate the protein concentration, and separated by SDS-PAGE. Subsequently, the protein was transferred to the PVDF membrane. The membranes were blocked for 1.5 h with 5% non-fat milk and probed with primary antibodies (Nup62; Proteintech, Rosemont, IL, USA, 1:10000) and *α*-tubulin (Proteintech, 1:15000)) overnight at 4 °C. The membrane was incubated with horseradish peroxidase (HRP)-labeled goat anti-mouse secondary antibody for one hour at room temperature, and the immunoreactive bands were visualized using Amersham Imager 680. The relative optical density was calculated by ImageJ software (NIH, USA).

### Statistical analysis

Continuous variables were presented as means ± SD, and categorical variables were displayed as a percentage. The statistical difference between TBI and sham-operated groups was analyzed using the two-tailed unpaired *t*-test. GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA) was used for analyses and graphic representation of data. *P*-values <0.05 were considered statistically significant.

## Results

### Quality control and assembly of the raw sequence reads

At 24 h after surgery, both the sham and TBI animals were sacrificed, and hippocampus samples were removed rapidly. The size of all hippocampus samples was >0.5 mg, and the 28s/18s value was >0.7 on the Illumina NovaSeq 6000 sequencer used for sequencing. A total of 53.06 million, 49.11 million, 48.80 million, 53.32 million, 40.73 million, and 44.63 million reads were obtained from Sham1, Sham2, Sham3, TBI1, TBI2, and TBI3, respectively, of which 97.63% (Sham1), 97.67% (Sham2), 97.64% (Sham3), 97.61% (TBI1), 97.40% (TBI2), and 97.55% (TBI3) were aligned to the mouse reference genome using HISAT (Table 1). 

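Hippocampal RNA taken 24 h after surgery from 3 sham mice (Sham1 to Sham3) and 3 TBI mice (TBI1 to TBI3) was sequenced, with 1 library per mouse. The authors aligned the reads to GRCm38 with HISAT2, quantified genes with StringTie and deposited 1 whole number per gene and library, without normalization. The same 52550 Ensembl genes were listed for every library, and 28289 of them had a count in at least 1 library. The values are estimated counts and not a tally of reads, since low values pile up at multiples of 4. Over the 6 libraries the value 4 occurred 5109 times, against 2325 times for 3, and the value 8 occurred 2563 times, against 1155 times for 7. The step that turned StringTie's coverage into these counts is not named in the paper's text. The counts summed to 41771872 in Sham1, 39189450 in Sham2 and 38345220 in Sham3, with a median of 39189450. They summed to 41596363 in TBI1, 31630936 in TBI2 and 34875273 in TBI3, with a median of 34875273. These sums were 77.7% to 79.8% of the mapped reads in Table 1, and the estimated counts were used for every value. Libraries were scaled with edgeR's TMM factors, which ran from 0.970 to 1.02, and levels are given as CPM, the counts scaled to a common library size. The filterByExpr function of edgeR kept 18795 genes. TBI and sham were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and DESeq2, the tool of the paper, was run as an alternative. Positive log2 fold changes are higher in TBI. With 3 mice per group, an exact permutation test of a single value cannot give a p below 0.1.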

After the reads were compared to the mouse genome, StringTie was used to annotate and quantify the expression (Pertea et al., 2016).

### Screening of DEGs

The statistical power of our RNA-seq data calculated by “RNASeqpower” package was 0.8601569. 

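The inputs of the power calculation are not named in the paper's text. The formula of RNASeqPower was therefore filled with values from the counts, namely 3 samples per group, an alpha of 0.05 and the median count of the tested genes, 564. The common biological coefficient of variation that edgeR estimated over the 6 libraries was 0.374. With it, the power was 0.261 for a fold change of 1.5 and 0.617 for a fold change of 2. The median of the gene-wise coefficients of variation, 0.284, was the only alternative run, and it moved these values to 0.409 and 0.840.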

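At the thresholds of the methods (p under 0.05, adjusted p under 0.1 and a fold change over 1.5 or under 0.667), edgeR's quasi-likelihood test called 0 of the 18795 genes. An unadjusted p under 0.05 was reached by 806 genes, 406 higher and 400 lower in TBI, where 939.8 would be met by chance. Of the changes made to the edgeR fit, the choice of tool moved the count most. DESeq2 with its own defaults called 46 genes, 27 higher and 19 lower, and DESeq2 on the genes kept by filterByExpr, without independent filtering, called 43, 27 higher and 16 lower. With 1 library left out of the DESeq2 defaults, the count ran from 33 without Sham1 to 325 without TBI2, a larger change than between the tools, and it was 122 without Sham3. For edgeR, leaving out TBI1 gave 1 gene, Zfp664, and each of the other 5 libraries left the count at 0. Zfp664, chosen after its values were seen, had counts of 1053, 860 and 1015 in Sham1 to Sham3 and 1303, 4069 and 4836 in TBI1 to TBI3. Without TBI1 its log2 fold change was 2.42, with an adjusted p of 0.0708 from edgeR's quasi-likelihood test.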

A total of 44 genes were identified to be differentially expressed between TBI and sham groups using the “DESeq2” package of R; of these, 27 were upregulated and 17 were downregulated (settings: *P* < 0.05; fold-change (FC) < 1.5 or < 0.667; FDR < 0.1). 

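Nup62 (ENSMUSG00000109511.1), which encodes the nuclear pore protein nucleoporin 62, lies on the plus strand of chromosome 7 of GRCm38 from 44816088 to 44830812 and has 5 annotated transcripts. Its counts were 421, 346 and 368 in Sham1 to Sham3 and 1421, 962 and 1095 in TBI1 to TBI3. The level rose from 9.53 ± 0.888 CPM (SD, n = 3 mice) in sham to 32.0 ± 2.44 CPM (SD, n = 3) in TBI, and the lowest TBI library was 2.92 times the highest sham library. The log2 fold change was 1.75 (standard error 0.151), with an adjusted p of 0.226 from edgeR's quasi-likelihood test, the smallest among all genes tested. Across the alternatives the log2 fold change stayed between 1.67 and 1.82, while the adjusted p ran from 6.76e-22 to 0.960. The tool moved the adjusted p most, and it was 5.12e-16 with DESeq2's defaults. Across 13 edgeR fits it lay between 0.162 and 0.960. With DESeq2's defaults and each library left out in turn, the log2 fold change lay between 1.67 and 1.81 and the adjusted p between 2.94e-13 and 1.48e-10. Nup62 overlaps a pair of annotated genes, and reads on the shared bases could be counted for either gene. Il4i1, on the same strand, shares 97 of the 2854 exonic bases of Nup62 (3.399%). Its level was 0.815 ± 0.555 CPM in sham and 1.33 ± 0.448 CPM in TBI (SD, n = 3 each). The log2 fold change of Il4i1 was 0.71 (standard error 0.641, adjusted p 0.982 from the edgeR test). It ran from 0.28 without Sham3 to 1.30 without Sham2. Atf5, on the opposite strand, shares 82 bases (2.87%), and its level was 40.3 ± 5.16 CPM in sham and 39.2 ± 3.07 CPM in TBI (SD, n = 3 each), a log2 fold change of -0.037 (adjusted p 0.992 from the edgeR test) that was 0.072 without Sham2.

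**Figure D1:**
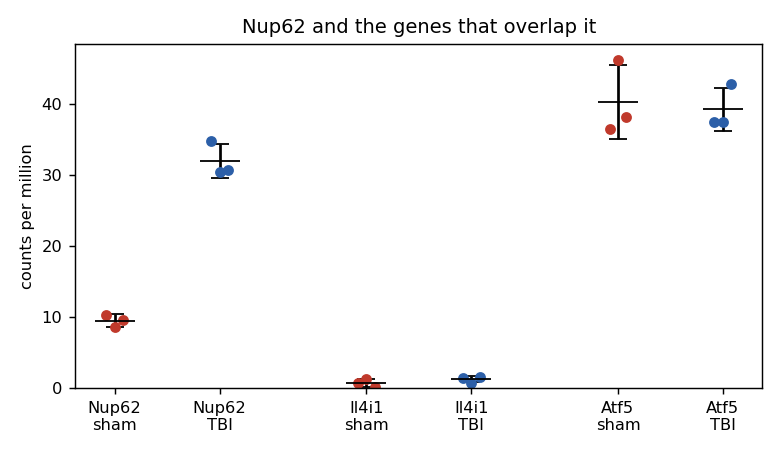
Levels of Nup62, Il4i1 and Atf5 in CPM in the 3 sham and 3 TBI libraries, with each point a mouse, the horizontal line the mean and the vertical bar its SD. For Nup62 the lowest TBI library is 2.92 times the highest sham library, while the groups of Il4i1 and Atf5 overlap.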

Nup62 was the most differentially upregulated gene. Pcdhgb8 was the most differentially downregulated gene. 

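Pcdhgb8 (ENSMUSG00000103081.2) lies on the plus strand of chromosome 18 of GRCm38 from 37761801 to 37841870 and is annotated as a polymorphic pseudogene of the protocadherin gamma cluster. Its counts were 10244, 2331 and 7039 in Sham1 to Sham3 and 35, 70 and 93 in TBI1 to TBI3. The level fell from 165 ± 98.7 CPM (SD, n = 3) in sham to 1.89 ± 0.919 CPM (SD, n = 3) in TBI. The log2 fold change was -6.45 (standard error 0.733), with an adjusted p of 0.630 from edgeR's quasi-likelihood test. It ranged from -6.87 to -6.00 across the alternatives. The adjusted p was 3.61e-29 with DESeq2's defaults, and across the alternatives it ran from 4.92e-54, with those defaults and Sham2 left out, to 1.00. The value is uncertain, because the cluster has 22 members that share their last exons. Of the 4615 exonic bases of Pcdhgb8, 2116 (45.85%) are also exonic in the other 21 members, and 2499 bases of its first exon, from 37761801 to 37764299, are its own. Summed over the 22 members, the level was 577 ± 41.8 CPM (SD, n = 3) in sham and 577 ± 138 CPM (SD, n = 3) in TBI, a log2 ratio of 0.00012 (two-sided exact permutation test, p = 1, where the smallest p possible is 0.1). Without TBI1 the log2 ratio of the sums was -0.20, and without TBI3 it was 0.14. The member with the most counts differed between libraries. It was Pcdhgb8 in Sham1 with 40.4% of the cluster's counts and in Sham3 with 33.1%, and Pcdhga9 in Sham2 with 43.4%. In TBI it was Pcdhga2 in TBI1 with 49.96%, Pcdhgb5 in TBI2 with 21.8% and Pcdhgb4 in TBI3 with 47.7%. Pcdha8, a member of the neighbouring alpha cluster with the same arrangement of exons, rose from 5, 5 and 12 counts in sham to 63, 52 and 50 in TBI (log2 fold change 3.02, standard error 0.525, adjusted p 0.982 from the edgeR test), while the sum of the 14 alpha members had a log2 ratio of -0.18 (two-sided exact permutation test, p = 0.1).

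**Figure D2:**
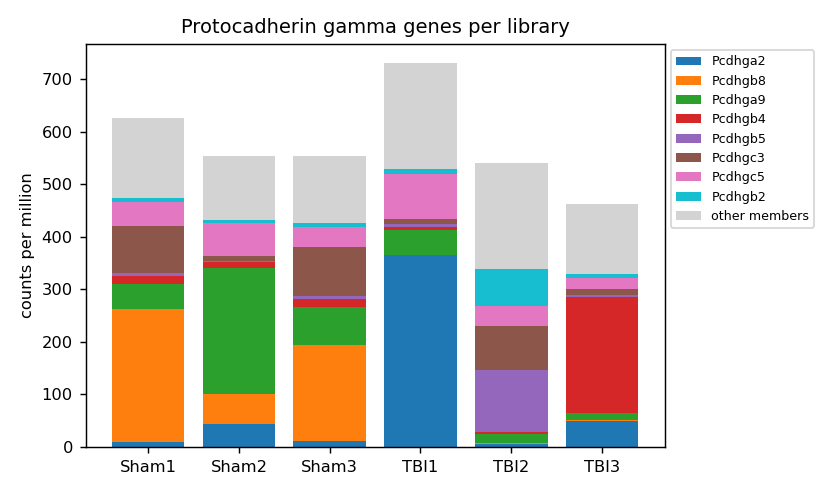
CPM of the protocadherin gamma genes in each library, stacked over the cluster, with the most abundant members in colour and the remaining members in gray. Pcdhgb8 holds 40.4% of the bar in Sham1 and 33.1% in Sham3, and other members hold the largest share in Sham2 and in the 3 TBI libraries.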

The normalized list of all gene data is available in the Supplemental Files. A PCA plot (Fig. 1) was drawn to assess the variability of the data. 

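Principal components were computed over the 44 differentially expressed genes of the paper, from log2 CPM with a prior count of 2 and each gene scaled to unit variance. PC1 held 84.1% and PC2 6.57% of the variance. On PC1 the sham libraries lay between -5.91 and -4.98 and the TBI libraries between 4.54 and 6.36. These genes were chosen on the same libraries for a difference between the groups. The choice of genes moved the shares most. Over the 18795 genes kept by filterByExpr, PC1 held 31.5% and PC2 24.2%, and the groups overlapped on PC1. On PC2 they were separate by a narrow margin, with Sham3 at -19.9 and TBI2 at -18.7. The sham libraries lay between -66.4 and -19.9 on PC2. There TBI1 had a score of 130.4 and the other TBI libraries lay between -18.7 and -0.527. Over the raw counts of 28081 genes PC1 held 29.6% and PC2 22.1%, and neither component separated the groups.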

The PC1 and PC2 explained 36.3% and 32.6% of the variance in the data, respectively, and the TBI group was isolated from the sham group. 

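Apart from Nup62 and Pcdhgb8, the 4 genes with the smallest p among the higher genes were Ldah, Apod, Klk6 and Snx10, and the 4 among the lower genes were Tmem70, Alkal2, Ptgs2 and 6430548M08Rik. Each had an adjusted p of 0.982 from edgeR's quasi-likelihood test. Ldah (ENSMUSG00000037669.15, chromosome 12 of GRCm38, 8208107 to 8285759) rose from 11.3 ± 0.812 CPM to 34.8 ± 8.52 CPM (SD, n = 3 per group), a log2 fold change of 1.62 (standard error 0.218). Klk6 had the larger change, 2.19 (standard error 0.339), and a wide spread in TBI, where its counts were 1254, 398 and 833. Apod changed by 1.01 (standard error 0.145) and Snx10 by 0.96 (standard error 0.150). Tmem70 (ENSMUSG00000025940.6, chromosome 1, 16665207 to 16678275) fell from 55.8 ± 4.35 CPM to 27.2 ± 3.65 CPM (SD, n = 3 per group), a log2 fold change of -1.04 (standard error 0.146). The change was -1.66 for Ptgs2 (standard error 0.310), -1.44 for Alkal2 (standard error 0.269) and -0.77 for 6430548M08Rik (standard error 0.148). In each of these 8 genes the groups did not overlap. No alternative reversed a direction, and both DESeq2 settings placed all 8 under an adjusted p of 0.1. Across the alternatives the log2 fold change of Klk6, the widest among the higher genes, ran from 1.89 to 2.47, and that of Ptgs2, the widest among the lower, from -1.92 to -1.48.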

The top five most significantly up/downregulated DEGs between TBI and sham groups are listed in Table 2. The volcano and heat maps of all the DEGs are depicted in Fig. 2. 

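The supplement with the data of all genes holds 23213 genes, and the copy used here holds the first 1999, which include the 44 genes at an adjusted p under 0.1. Of the 44, filterByExpr kept 41, the exceptions being Sgca, Omp and Gpx6. All 41 changed in the direction of the paper, and each had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, all 41 were under 0.1, and adjusted over all genes tested, 0 were. The first count is not independent evidence, since the 44 genes were chosen on these libraries. DESeq2 called 42 of the 44 with its defaults and 41 without independent filtering. In 43 of the 44 genes the levels of the sham and TBI libraries did not overlap. The exception was Dnal1, with counts of 5478, 626 and 5451 in Sham1 to Sham3 and 722, 616 and 440 in TBI1 to TBI3. Among all genes tested 1923 (10.2%) did not overlap, where chance gives 10%. In 2 of the 27 higher genes a single library, TBI1, held more than 60% of the summed TBI level. Six3 had 66, 38 and 170 counts in sham, 1851 in TBI1 and at most 332 in TBI2 and TBI3, and Gpx6 had 0, 0 and 0 in sham and 66, 5 and 8 in TBI.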

Top five significant DEGs identified were labeled in the volcano map.

### Functional enrichment and pathway analyses of DEGs

In our study, the GSEA method was used for gene enrichment analysis. The list of genes used in GSEA was ranked according to log_2_FC. Then GSEA was conducted with two gene set collections: GO and KEGG. The enrichment dot plot of GO was used to describe the BP, CC, and MF entries of all the genes between the TBI and sham groups. Figure 3 illustrates the top 10 upregulated GO terms, including “intermediate filament-based process”, “keratin filament” and “keratin filament binding”, the most significantly enriched GO terms belonging to BP, CC, and MF, respectively. 

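The GO gene sets were not used here, so keratins were taken as the 54 genes whose symbol is Krt and a number, of which 17 passed the filter. Such lists were compared with camera of limma, which asks whether a list's genes change more than other genes, with a preset correlation of 0.01 and adjustment over 26 lists. The median log2 fold change of the keratins was -0.48, with 7 higher and 10 lower in TBI (adjusted p 0.252 from limma's camera). GSEA on all genes ranked by DESeq2's log2 fold change, the ranking of the paper, placed 38 keratins lower in TBI, with a median of -0.63 and an adjusted p of 0.00651. Across the alternatives the adjusted p ran from 0.00651 to 0.741. Leaving out TBI2 moved the median most, to -1.002 (adjusted p 0.0198 from limma's camera), and it was -0.052 without Sham2, -0.17 without Sham1, -0.31 without Sham3 and -0.30 without TBI3. Among the 5 most abundant keratins no adjusted p from edgeR's quasi-likelihood test was under 0.982. Krt222 had a log2 fold change of 0.16 and was -0.058 without TBI3. Krt10 had 0.81 (standard error 0.399), which was 0.24 without TBI1. Krt77 had -0.65, which was -0.30 without TBI3, -0.35 without Sham2 and -1.0003 without TBI1. Krt9 had -0.016, which was 0.63 without Sham2, 0.36 without TBI2, 0.44 without TBI3 and -1.59 without TBI1. Krt1 had -0.60, which was 0.19 without Sham2. Camera placed 11 of the 26 lists under an adjusted p of 0.05. Of these, 3 (striatum, basal forebrain and cerebellum) were drawn up after the paper's results from the same libraries were read, so their p-values are not independent evidence. With fry, and with the correlation estimated for each list, 0 were, and the smallest adjusted p was 0.643 and 0.714.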

BP refers to a series of events accomplished by one or more ordered assemblies of MFs. In this study, we focused on the BP of Nup62. Table 3 lists the top eight significantly enriched functions that Nup62 is involved in the GO term of BP. “Positive regulation of cytokinesis”, “regulation of cytokinesis” and “positive regulation of centriole replication” were most significantly enriched in the BP group. 

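Lists of 26 cytokinesis regulators and 30 genes of centriole duplication, both without Nup62, were tested in place of the GO terms. Of the cytokinesis regulators 25 were tested, 16 higher and 9 lower in TBI, with 4 at an unadjusted p under 0.05. Their median log2 fold change was 0.049 (adjusted p 0.191 from limma's camera). The median was 0.21 without TBI3 (adjusted p 0.0491) and -0.012 without TBI1. GSEA on all genes ranked by DESeq2's log2 fold change, the ranking of the paper, placed the list higher in TBI with an adjusted p of 0.194. GSEA on the filtered genes ranked by edgeR's log2 fold change gave an adjusted p of 0.0269, the lowest of a range up to 0.741 across the alternatives. Relative to the mean of the sham libraries, the mean log2 level of these genes was 0.47 in TBI1, 0.28 in TBI2 and 0.10 in TBI3, against -0.076 to 0.072 in sham. The Reactome set for mitotic telophase and cytokinesis, chosen after seeing the data, had a median of 0.072 (adjusted p 0.212 from limma's camera). Of the centriole genes 29 were tested, 18 higher and 11 lower, 0 of them at an unadjusted p under 0.05. Their median was 0.041 (adjusted p 0.746 from limma's camera), and it was -0.012 without TBI3.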

After the KEGG pathway enrichment analysis, Fig. 4 shows the top 10 most enriched KEGG pathways of activated and suppressed enrichment hallmarks terms, respectively. These included “Glyoxylate and dicarboxylate metabolism”, “Renin-angiotensin system”, “Cytosolic DNA-sensing pathway” and “Olfactory transduction.”

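Hand-written lists stood in for the KEGG pathways, which were not used here. Glyoxylate and dicarboxylate metabolism had 27 tested genes, 17 of them higher in TBI, with a median log2 fold change of 0.039 (adjusted p 0.752 from limma's camera) that was -0.013 without Sham2. The renin-angiotensin system had 15 tested genes, 9 of them lower, and a median of -0.11 (adjusted p 0.872). Its median was 0.093 without TBI3, and 0.085 with GSEA on all genes. Cytosolic DNA sensing had 41 tested genes, 23 of them lower, and a median of -0.061 (adjusted p 0.930). GSEA on all genes placed the DNA-sensing list lower in TBI, with an adjusted p of 0.00651, the lowest of a range up to 0.986. Without Sham2 the direction was the opposite, with a median of 0.13 and an adjusted p of 0.00959 from limma's camera. The files list 1106 olfactory receptor genes, and 10 passed the filter, with a median of -0.090 (adjusted p 0.752). The receptors had a median of 0.20 without TBI1, 0.11 without Sham1, 0.020 without Sham2 and 0.12 without Sham3. Over the 90 receptors with any count it was 0.12, while GSEA placed the list lower in TBI, with an adjusted p of 0.180, the lowest of a range up to 0.930. For the 10 receptors and for DNA sensing camera pointed to higher levels in TBI, against the sign of their medians.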

**Table 1:** Summary of sequencing and mapping results.

Sample	Total_mapped	Unmapped	Ratio	
Sham1	53057380	1287942	97.63%	
Sham2	49114576	1170052	97.67%	
Sham3	48798176	1179246	97.64%	
TBI1	53325863	1306151	97.61%	
TBI2	40726291	1088909	97.40%	
TBI3	44632092	1122300	97.55%	

**Figure 1:**
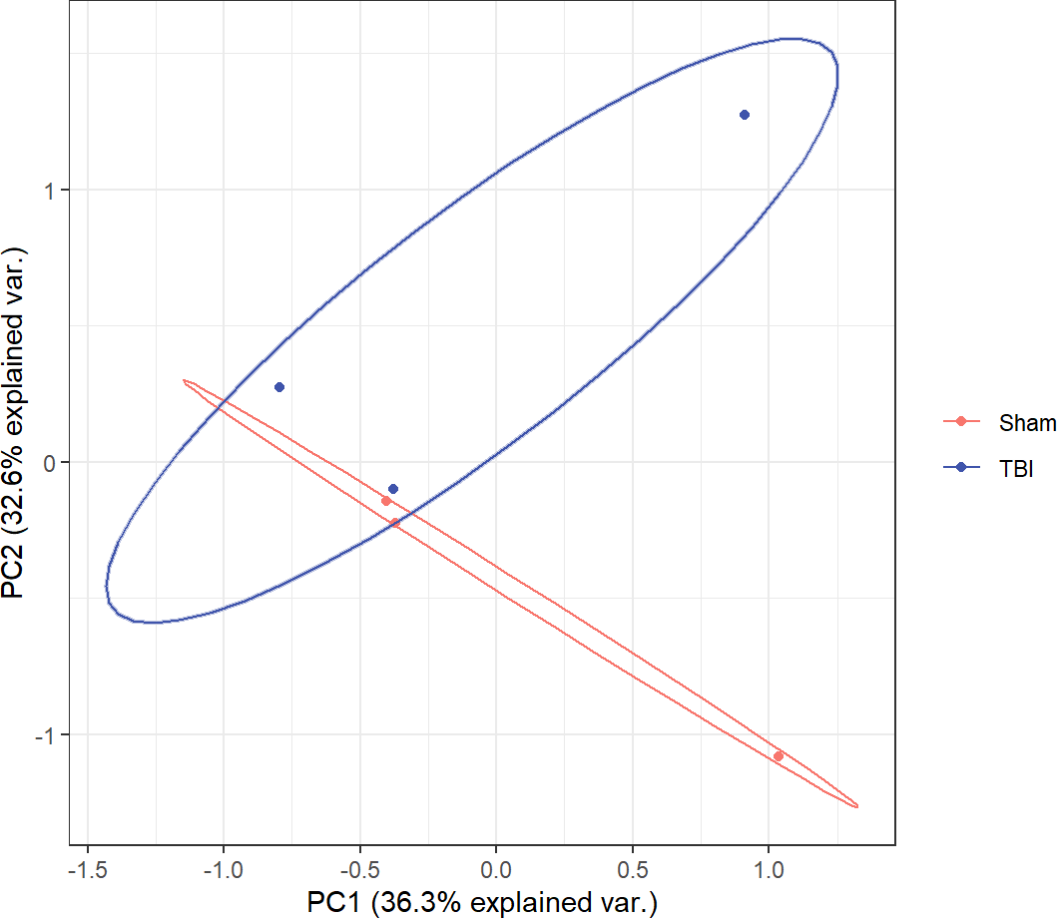
PCA plot for all DEGs between TBI *versus* Sham. TBI, TBI group, marked in blue; Sham, Sham-operated group, marked in red.

**Table 2:** Top five most significantly up/downregulated DEGs between TBI and sham groups.

Gene symbol	*P* value	Padj	Status
Nup62	1.49E−25	1.72E−21	Up
Ldah	6.04E−11	4.64E−07	Up
Klk6	1.83E−09	8.42E−06	Up
Apod	3.97E−09	1.52E−05	Up
Snx10	6.38E−08	0.00021	Up
Pcdhgb8	9.30E−30	2.14E−25	Down
Tmem70	1.05E−09	6.05E−06	Down
Ptgs2	6.76E−07	0.001794	Down
Alkal2	1.33E−06	0.002785	Down
6430548M08Rik	1.66E−05	0.023855	Down

**Figure 2:**
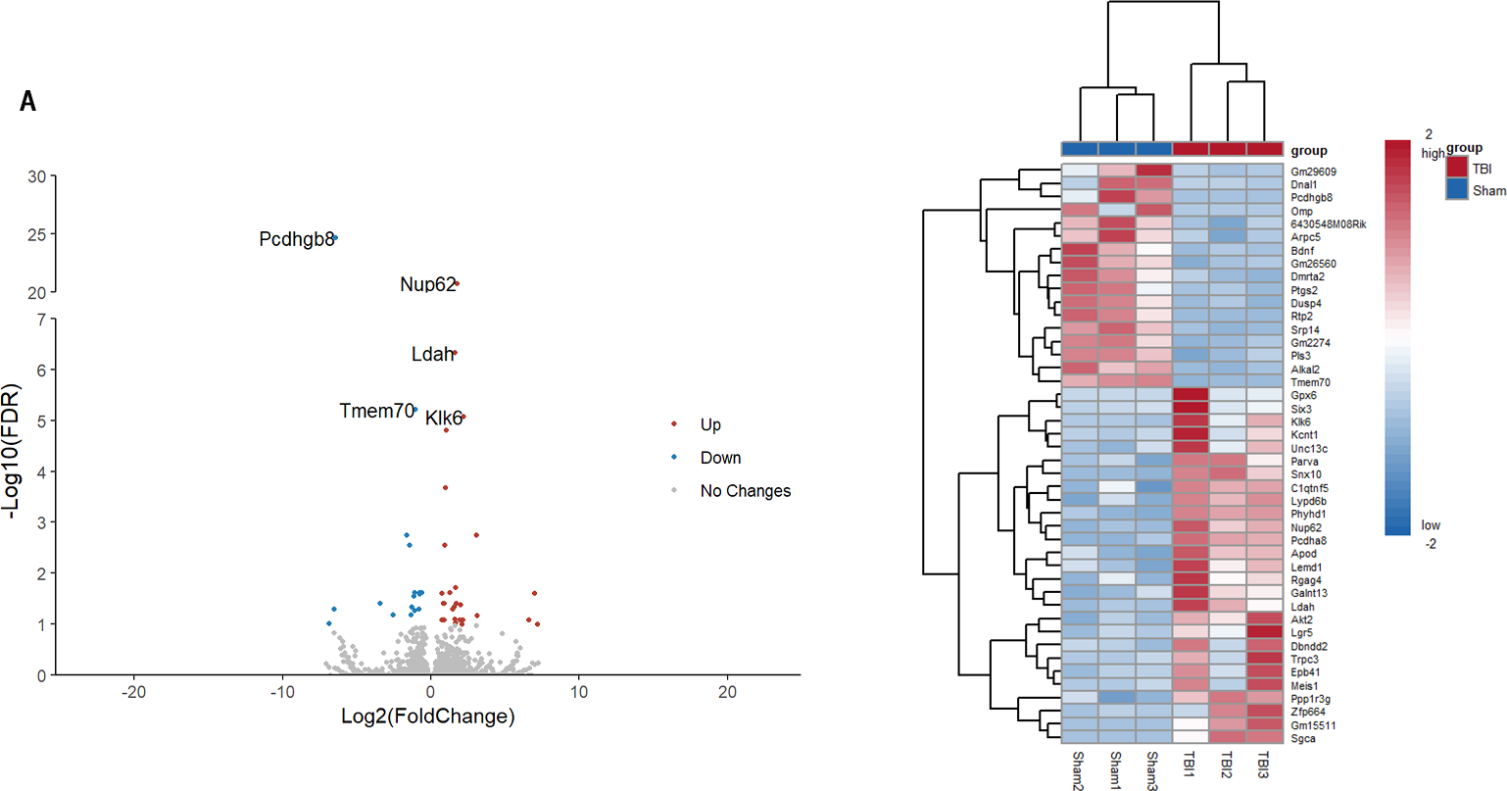
(A) Volcano plot of the DEGs. (B) Heatmap for all DEGs between TBI *vs*. sham samples. (A) Red, upregulation; blue, downregulation. (B) Red, upregulation; blue, downregulation.

**Figure 3:**
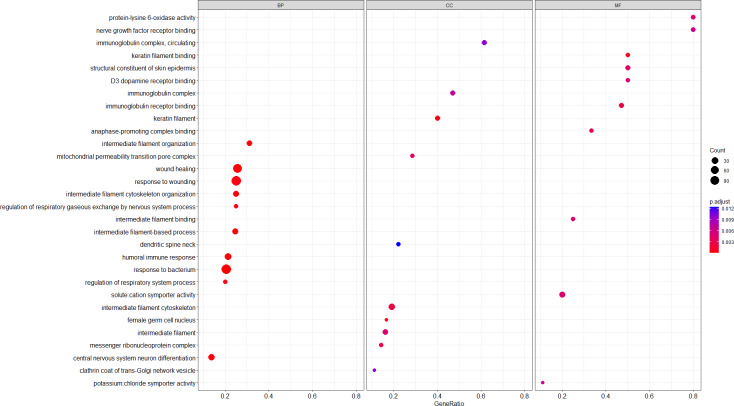
Top 10 most significantly enriched GSEA-based GO terms in the three functional groups (compared to the sham). MF, molecular function; CC, cellular component; BP, biological process. The intensity of the color depends on the Padj value. The size of plot depends on the gene count.

**Table 3:** Top eight significant functions with respect to Nup62 involved in the GO term of biological process.

goID	goDescription	enrichmentScore	*P* value
GO:0032467	Positive regulation of cytokinesis	0.656413259	0.027891
GO:0032465	Regulation of cytokinesis	0.510884018	0.044049
GO:0046601	Positive regulation of centriole replication	0.770285358	0.078899
GO:0032954	Regulation of cytokinetic process	0.904279421	0.081439
GO:0046599	Regulation of centriole replication	0.617102394	0.095986
GO:0000910	Cytokinesis	0.392821842	0.122314
GO:0007099	Centriole replication	0.475303426	0.220104
GO:0051781	Positive regulation of cell division	0.414488468	0.247292

**Figure 4:**
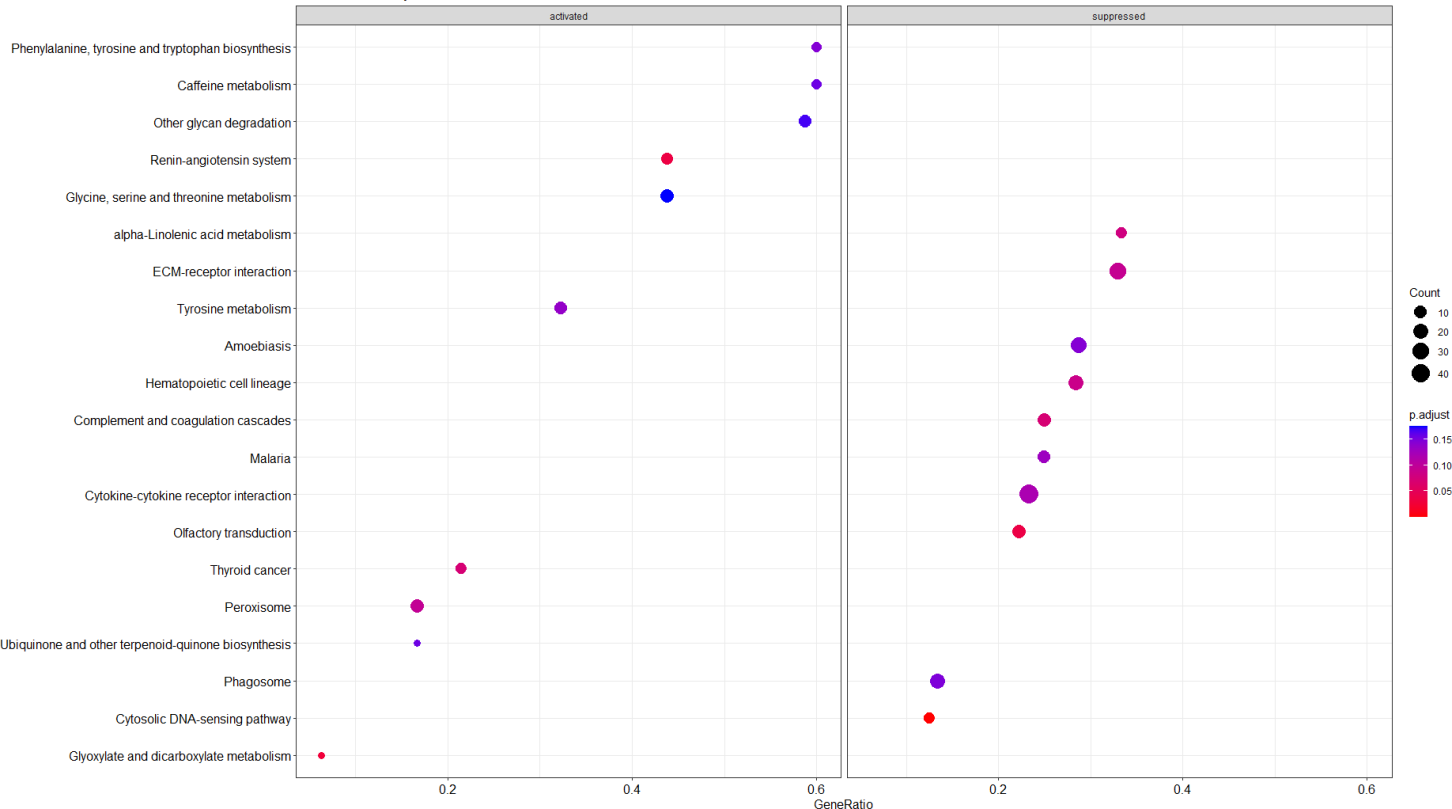
Top 20 GSEA-based KEGG pathways. The intensity of the color depends on the Padj value. The size of plot depends on the gene count.

### Nup62 was increased in TBI mice

Biochemical experiments verified the results (Fig. 5). The relative mRNA expression level measured by RT-qPCR showed significantly upregulated Nup62 in the TBI groups compared to the sham groups (Fig. 5A, *P* < 0.05). In WB assays, Nup62 also increased considerably in the TBI groups (Fig. 5B, *P* < 0.01).

**Figure 5:**
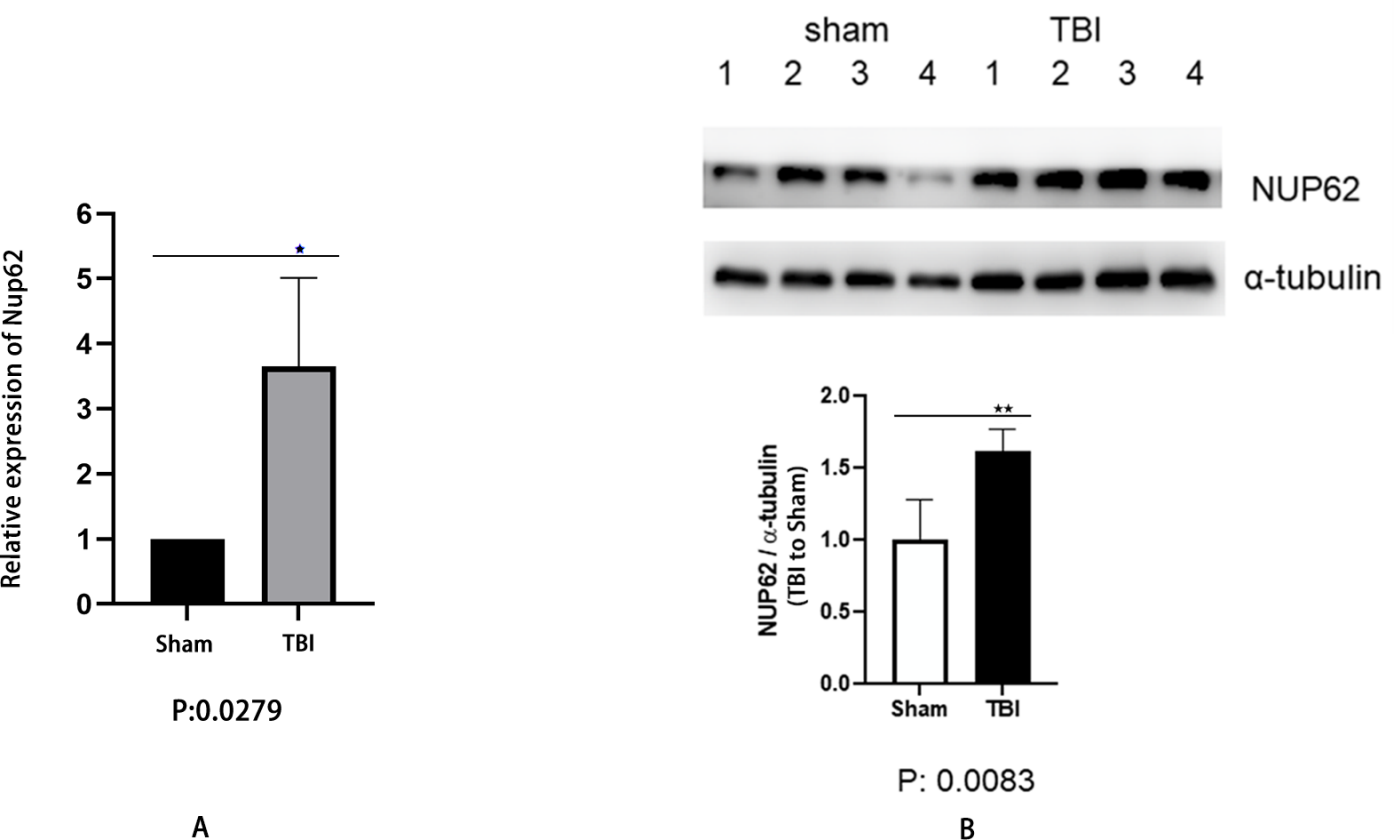
RT-qPCR and WB result in TBI mice vs. sham mice. (A) Relative mRNA expression level measured by RT-qPCR showed that Nup62 was upregulated in the TBI group. (B) WB analysis showed a significant increase in NUP62 protein expression in the TBI group. **P < 0.01, *P < 0.05.

## Discussion

In this study, we performed a bioinformatic analysis of high-throughput sequencing to determine the gene expression profiles of mice in the hippocampus 24 h after TBI. The results showed critical roles for several genes and pathways in the hippocampus pathology after TBI.

A total of 27 up- and 17 downregulated DEGs were detected in the hippocampus of TBI mice. Several pathways enriched for TBI were identified. The GO analysis demonstrated that the “intermediate filament-based process”, “keratin filament” and “keratin filament binding” were the most significantly enriched GO terms containing the ranked genes belonging to BP, CC, and MF, respectively. After TBI, a series of functional changes occur in the nervous system, including “central nervous system neuron differentiation” and “nerve growth factor receptor binding”. The KEGG pathway analysis revealed that “Glyoxylate and dicarboxylate metabolism” and “Cytosolic DNA-sensing pathway” were the most enriched pathways. These bioinformatics analyses may improve the understanding of hippocampal pathological processes in TBI, especially in the acute phase.

According to the DEGs analysis, Nup62 levels differed significantly between the TBI and sham-operated groups. These findings were validated by RT-qPCR and WB analyses. Therefore, we were concerned about the role of Nup62 in hippocampal pathology after TBI.

Nup62, located on human chromosome 19, is a component of the nuclear pore complex (NPC) and is expressed in various human tissues (Fagerberg et al., 2014). NPC is the only channel responsible for material transport in the nuclear membrane that is conserved across all eukaryotes (Huang et al., 2020). It also plays a critical role in regulating gene expression, and its abnormal function gives rise to a variety of diseases (Huang et al., 2022; Huang et al., 2020). Recent studies have investigated the fine structure of NPCs using a comprehensive technique (Allegretti et al., 2020; Beck & Hurt, 2017; Fontana et al., 2022; Tai et al., 2022). The molecular mass of vertebrate NPCs ranges from 110–125 MDa and the diameter is about 120 nm (Fontana et al., 2022). The NPCs are divided into four main rings: the cytoplasmic ring (CR) on the cytoplasmic side, the inner ring (IR) and luminal ring (LR) on the nuclear membrane plane, and the nuclear ring (NR) facing the nucleus (Fontana et al., 2022). The CR provides docking sites for cytoplasmic filaments. It consists of the Nup214 complex formed with Nup62 together with Nup214 and Nup88 (Tai et al., 2022; Wang et al., 2016; Wu et al., 2016). Nup62 plays a critical role in nuclear transportation, cell migration, and cell cycle regulation (Wu et al., 2016). A previous study showed that the neuropathology of chronic traumatic encephalopathy (CTE) patients is associated with the upregulation of the Nup62 gene (Anderson et al., 2021). Increased Nup62 *in vivo* and *in vitro* may trigger TDP-43 cytoplasmic and nuclear mislocalization, abnormalities, perinuclear accumulation, and reduced motor ability and lifespan of animals. Thus, modulating Nups, including Nup62 post-trauma, exerted a protective effect following head trauma (Anderson et al., 2021). In the chronic stress model, the altered Nup62 levels may affect the architecture and plasticity of apical dendrites in the hippocampus (Kinoshita et al., 2014). Another study reported that depletion and cytoplasmic mislocalization of Nup62 contributes to TDP-43 proteinopathy in amyotrophic lateral sclerosis (ALS)/frontotemporal lobar degeneration (FTLD) (Gleixner et al., 2022). Nup62 is also associated with other neurodegenerative diseases, such as Alzheimer’s and Huntington’s disease (Nag & Tripathi, 2022). In conclusion, Nup62 pathology may be a common event in various nervous system disorders. Thus, we speculated that changes in Nup62 are associated with a poor prognosis of TBI.

Furthermore, our data in GO analysis suggested that altered Nup62 may cause changes in the cell cycle that lead to TBI pathology. In the GO_BP group, “positive regulation of cytokinesis”, “regulation of cytokinesis”, “positive regulation of centriole replication” and other cell division-related pathways were enriched post-TBI compared to the sham group. Cell division depends on the activation of the cell cycle. After TBI, cell cycle activation (CCA) occurs in the hippocampus cells, including neurons, glial cells, and progenitor cells, and contributes to secondary brain injury (Redell et al., 2020; Stoica, Byrnes & Faden, 2009). In the animal models of TBI, CCA in the brain has been well-demonstrated experimentally (Kabadi et al., 2012a; Kabadi et al., 2014; Skovira et al., 2016). Reportedly, cell cycle proteins are upregulated in post-mitotic cells, including neurons and mature oligodendrocytes, and proliferating cells, including microglia and astrocytes (Skovira et al., 2016). In the proliferating cells, CCA induced the formation of glial scar and produced the neuroinflammatory factor that ultimately led to neuronal degeneration (Kabadi et al., 2012b; Loane & Byrnes, 2010; Stoica, Byrnes & Faden, 2009). For post-mitotic cells, re-entry into the cell cycle is associated with apoptotic cell death (Skovira et al., 2016). Specifically, enhanced neurogenesis and increased proliferation of progenitor cells are observed in the hippocampus after TBI (Liu & Song, 2016). The magnitude of injury is correlated with the degree of post-TBI neurogenesis in the hippocampus (Girgis et al., 2016; Wang et al., 2016). Abnormal neurogenesis in the hippocampus may result in detrimental effects, including aberrant sprouting and migration, reduced dendritic outgrowth, and loss of newborn neurons (Gibb et al., 2015; Ibrahim et al., 2016; Robinson, Apgar & Shapiro, 2016). Taken together, CCA has an adverse impact on hippocampal function. Moreover, the cell cycle inhibitors improve the functional outcomes following TBI in several models (Kabadi et al., 2012b; Kabadi et al., 2012c; Kabadi et al., 2014). Previous studies proved that NPCs, including Nup62, regulate the gene expression at the NPC and within the nucleoplasm (Kalverda et al., 2010). Nucleoporin-chromatin interactions stimulate the cell-cycle gene expression directly inside the nucleoplasm (Casolari et al., 2004; Kalverda et al., 2010; Taddei et al., 2006). Therefore, we speculated that Nup62 affects the hippocampal function after TBI by activating the cell cycle. Nonetheless, additional *in vivo* and *in vitro* studies are required to verify this finding further.

Since the present study only involves the changes in the acute phase after TBI, we observed the alteration 24 h after TBI. One limitation of the present study was the lack of experimental ethology. The experiments, such as Morris water maze and T-maze, are required to evaluate hippocampus impairment, which leads to cognitive deficits, memory difficulties, and behavioral disorders. In addition, further study is needed to address whether Nup62 dysfunction is a cause or a consequence of the hippocampus pathology in TBI to understand the exact mechanism. The correlation between the specific CCA mechanism and central nervous system damage also needs to be explored at the molecular level.

## Conclusions

The bioinformatics analysis of DEGs showed that Nup62 mRNA was significantly upregulated in the acute stage. The biochemical experiments confirmed this conclusion at the RNA and protein levels. Post-trauma, the Nup62 protein may be upregulated at the transcriptional level. 

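Genes of the cell cycle phases were taken from the lists shipped with Seurat. The 42 tested S phase genes had a median log2 fold change of 0.15, with 33 higher and 9 lower in TBI (adjusted p 0.136 from limma's camera). The adjusted p of the S phase genes was 0.0176 without Sham2, with a median of 0.24, and 0.0207 without TBI3, with a median of 0.19, in a range from 0.0176 to 0.787 across the alternatives. The 50 tested G2/M genes had a median of 0.13, with 30 higher and 20 lower (adjusted p 0.752), and without TBI1 it was -0.13. The mean log2 level of the G2/M genes relative to sham was 0.49 in TBI1, -0.22 in TBI2 and -0.075 in TBI3. Mki67 and Top2a, named after their values were seen, are transcribed in dividing cells. Mki67 had counts of 141, 111 and 109 in Sham1 to Sham3 and 333, 127 and 63 in TBI1 to TBI3, a log2 fold change of 0.62 that was -0.069 without TBI1. Top2a had counts of 156, 94 and 108 in sham and 425, 80 and 76 in TBI, a log2 fold change of 0.74 that was -0.37 without TBI1. The larger Reactome set of the mitotic cell cycle, chosen after seeing the data, had a median of 0.0082 (adjusted p 0.921 from limma's camera). The paper proposes that altered Nup62 changes the cell cycle and so contributes to the pathology of the hippocampus after TBI. It draws on the higher Nup62 level and on terms for cytokinesis and centriole replication that it calls enriched. In the paper's GSEA the P values of the centriole replication terms were above 0.05. Those of its terms for regulation and positive regulation of cytokinesis were below 0.05.

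**Figure D3:**
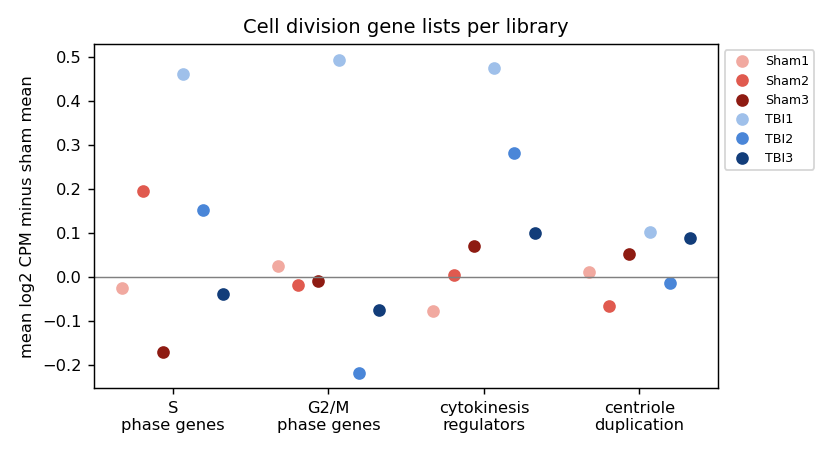
Mean log2 CPM of the S phase, G2/M phase, cytokinesis and centriole lists in each library, relative to the mean of the 3 sham libraries, with each point a library. The G2/M genes are at 0.49 in TBI1 and at -0.22 and -0.075 in TBI2 and TBI3.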

The GO_BP enrichment analysis showed that the cell division of mice after TBI treatment was significantly elevated. The data from our experiments suggest that Nup62 enhances cell division in TBI mice. Further experimental investigations on cell division after TBI should be considered. Also, the long-term effect of Nup62 after TBI needs further investigation.

##  Supplemental Information

10.7717/peerj.14913/supp-1 Supplemental Information 1 Raw data of DEGs Click here for additional data file.

10.7717/peerj.14913/supp-2 Supplemental Information 2 Expression of NUP62 measured by WB Click here for additional data file.

10.7717/peerj.14913/supp-3 Supplemental Information 3 GSEA genes Click here for additional data file.

10.7717/peerj.14913/supp-4 Supplemental Information 4 Raw data for RT-qPCR Click here for additional data file.

10.7717/peerj.14913/supp-5 Supplemental Information 5 PCR primer Click here for additional data file.

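The primer sequences of the supplement were matched to the transcripts of GENCODE vM21 (GRCm38). The forward Nup62 primer GGCACCGGAGGGTTTAATTTT and the reverse primer GCAGGTGTTGTTCCAAAGTTG, of 21 bases each, both match 4 of the 5 annotated Nup62 transcripts and no transcript of another gene. On chromosome 7 the forward primer lies from 44828680 to 44828700 and the reverse primer from 44828790 to 44828810. Both fall in the coding sequence within exon 2, the last of the 2 exons in these transcripts, and span 131 bases. As the product lies within 1 exon, genomic DNA would give a product of the same length.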

10.7717/peerj.14913/supp-6 Supplemental Information 6 Representative photographs of whole brain and HE stained section (A) whole brains in Sham and TBI. (B) HE stained section of the TBI hippocampus. Click here for additional data file.

10.7717/peerj.14913/supp-7 Supplemental Information 7 Uncropped blots WB Click here for additional data file.

10.7717/peerj.14913/supp-8 Supplemental Information 8 ARRIVE 2.0 Checklist Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

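Hippocampal RNA from 3 sham and 3 TBI mice, taken 24 h after surgery, was sequenced with 1 library per mouse. The paper names the libraries Sham1 to Sham3 and TBI1 to TBI3, and the groups were taken from the sample labels, which give the same names. The counts of Xist were 3 to 14 and the Y-linked gene Ddx3y had 1927 to 3147 counts, so each library was male in these genes.

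The authors checked the reads with FastQC, aligned them to GRCm38 with HISAT2 and quantified transcripts with StringTie, and the deposited values are estimated counts per gene, as whole numbers without normalization. Tool versions for these steps, the annotation release, the strandedness of the libraries and the step from coverage to counts are not named in the paper's text. Low values pile up at multiples of 4, so a count is not a read, and counting error cannot be taken from the counts directly. The deposited values were used as they were, without rounding, since all were whole. Of 52550 gene identifiers 52403 were matched to a symbol and 147 were not. Coordinates and exons were taken from GENCODE vM21, on GRCm38.

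R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and Seurat 5.3.0. Counts were filtered with filterByExpr by group, scaled by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A DEG had a p under 0.05, an adjusted p under 0.1 and a fold change over 1.5 or under 0.667, as in the paper. Standard errors were taken from the log2 fold change and the F statistic. Principal components were taken from log2 CPM with a prior count of 2. Power followed the formula of RNASeqPower. In simulated counts 200 genes were changed 4-fold, and each gene had the fitted dispersion trend at its level. Among 18214 genes edgeR recovered 82% with 9 false calls, and among 18793 genes DESeq2 recovered 89.5% with 73 false calls. At 0.1 times that dispersion edgeR recovered 100% with 10 false calls among 18395 genes, and DESeq2 100% with 0 false calls among 18793 genes. Scatter of the dispersion between genes and libraries that stand apart were not simulated, so these shares are not the power in the real libraries.

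Gene lists were tested with camera on log2 CPM, with a preset correlation of 0.01, at least 3 tested genes and adjustment over 26 lists. Of these, 10 belong to statements of the paper: S phase, G2/M phase, cytokinesis, centriole duplication, keratins, olfactory receptors, the renin-angiotensin system, cytosolic DNA sensing, glyoxylate metabolism and 1 list whose result is not reported here. The other 16 are markers of regions, cell types and states: striatum, basal forebrain, cerebellum, thalamus, olfactory epithelium, choroid plexus, neocortex, dentate gyrus, CA1, CA3, oligodendrocytes, reactive astrocytes, microglia and macrophages, inflammatory cytokines, neuronal activity and nucleoporins. The lists of striatum, basal forebrain and cerebellum were drawn up after the top of the paper's GSEA gene list had been read, and that of the olfactory epithelium after Omp and Rtp2 were seen among the paper's genes. The activity list leaves out Ptgs2, Bdnf and Dusp4, the oligodendrocyte list leaves out Klk6 and Apod, and the lists of cytokinesis, centriole duplication and nucleoporins leave out Nup62. The value of a list in 1 library is the mean over its genes of log2 CPM minus the mean of the 3 sham libraries.

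The sample groups, the designs, the rule for the genes named and the lists other than those of striatum, basal forebrain, cerebellum and olfactory epithelium were set before the data were examined. These 4 lists were fixed before the counts were opened but after the paper's results from the same 6 libraries had been read, so their p-values from camera, fry and GSEA are not independent evidence. Named genes were Nup62, Pcdhgb8, the other 8 genes of Table 2, the 5 genes with the smallest p in each direction, genes that overlap Nup62 or share exons with Pcdhgb8, and up to 5 of the most abundant genes of a list. The alternatives set at that time were DESeq2 with and without its defaults, library totals and upper-quartile scaling, filters of at least 1 count in any library and of 10 counts in every library, a stricter adjusted p of 0.05, no fold change threshold, each library left out in turn, the replicate number as a block, 4 further settings of the principal components, fry, an estimated correlation, GSEA on both rankings and another coefficient of variation for power. Alternatives chosen after seeing the data were counts divided by 4, robust dispersions, DESeq2's defaults with each library left out or with the block, and the Reactome sets. The margins for a list far above sham (1 on the log2 scale) and for a share of variance that moved (1 percentage point) were also set after values were seen.

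The supplement of all genes was used only for the 44 genes and the values of Table 2, since 1999 of its 23213 genes were at hand, and no overlap or enrichment was computed on it. The GO and KEGG gene sets, the RT-qPCR values and the blots were not analysed here.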

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

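The tests of tissue and of library size given here were chosen after the values were seen. The lists of cerebellum, striatum and basal forebrain were drawn up after the paper's results from the same 6 libraries had been read, so the adjusted p values given for them are not independent evidence. The paper reports no comparison of brain regions.

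In TBI3 the 15 tested genes of a list of 16 cerebellar markers lay on average 5.29 above the mean of the sham libraries on the log2 scale, against 0.65 in the highest sham library, 0.57 in TBI2 and -0.25 in TBI1. The most abundant of the tested genes were less specific to this library. Itpr1 had counts of 18566, 9082 and 15335 in Sham1 to Sham3 and 43570, 11990 and 43558 in TBI1 to TBI3, and Calb1 had 5194, 5727 and 5254 against 8788, 3512 and 17535. Among the next, Car8 had counts of 267, 859 and 614 in Sham1 to Sham3 and 832, 466 and 25482 in TBI1 to TBI3, Cbln1 had 252, 1198 and 1267 against 284, 1025 and 13689, and Pvalb had 2356, 1544 and 2975 against 2167, 3100 and 16752. Of the 16 genes, 9 were at 1 CPM or more in every sham library, and 0 were in another list or among the paper's 44. The median log2 fold change of the list was 2.83 (adjusted p 0.00165 from limma's camera), and it was 0.26 without TBI3 (adjusted p 0.611). A difference in depth is argued against by the total of TBI3, which ranked 2 of 6 from the smallest, above that of TBI2, where the list was near sham. That 100 percent of the tested genes were highest in this library, on the scale of CPM, restates the pattern. It is what cerebellar tissue in this sample, as a hypothesis, would give. Another cause in this mouse alone could give it too, so these cannot be told apart. A rise of the list common to the injured mice is argued against, since TBI1 and TBI2 lay between the lowest sham library, at -0.47, and the highest. Induction by the injury in this mouse alone was not tested.

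In TBI1 the 19 tested genes of a list of 20 striatal markers lay on average 4.38 above sham, against 0.23 in the highest sham library, 0.29 in TBI2 and 0.19 in TBI3. Gng7, above Ppp1r1b and Scn4b in each sham library but below both in TBI1, had counts of 10199, 4945 and 7040 in sham. Its counts were 31262, 4518 and 3619 in TBI. Ppp1r1b had counts of 4486, 3250 and 3784 in sham and 73006, 3057 and 5303 in TBI, and Scn4b had 1370, 637 and 2370 in sham and 60679, 2176 and 4520 in TBI. Of the 20 genes, 17 were at 1 CPM or more in every sham library, 0 were in another list, and Six3 is among the paper's 44. The median log2 fold change was 3.11 (adjusted p 0.00022 from limma's camera), and it was 0.065 without TBI1 (adjusted p 0.556). Genes of the dentate gyrus lay at -2.23 in TBI1, those of CA1 at -0.73 and those of CA3 at -0.94. The dentate gyrus and CA3 were lowest in this library, but CA1 was lower in TBI3, at -0.96. The dentate gyrus also lay at -0.85 in Sham2. The library total of TBI1 lay below that of Sham1, so its depth did not stand apart. Here too 100 percent of the tested genes were highest in this library, Ppp1r1b and Scn4b included, which restates the pattern. Striatal tissue in this sample, as a hypothesis, cannot be told apart from another cause in this mouse alone. A rise of the list common to the injured mice is argued against, since TBI2 and TBI3, at 0.29 and 0.19, lay near the highest sham library, at 0.23. An effect of the injury in this mouse alone was not tested.

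In the same library, TBI1, the 7 tested genes of a list of 10 markers of basal forebrain cholinergic neurons lay on average 3.86 above sham, against 1.19 in the highest sham library. Of the 7, 6 were highest in TBI1, while 2 of the 10 were at 1 CPM or more in every sham library and 0 were in another list or among the paper's 44. The median log2 fold change was 2.75 (adjusted p 0.0457 from limma's camera), and without TBI1 it was -0.11. The call was also lost without Sham1 (2.66, adjusted p 0.205) and without Sham2 (2.72, adjusted p 0.169). No explanation was tested for this list on its own, and tissue from a neighbouring region and a biological difference in that mouse both stay open.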

How the results depend on the processing

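Nup62, Pcdhgb8 and the other 8 genes of Table 2 kept their direction under every alternative that was run. Among the single genes other than Nup62 and Pcdhgb8, 9 of 269 values under alternatives were reversed, 18 were past the threshold only under the alternative and 242 kept both direction and side. For the marker lists 9 values were reversed, 48 lost the threshold, 11 gained it and 124 kept both. For the counts of DESeq2's defaults with a library left out or with the block, 7 of 14 moved by more than 1.5 times. Settings that apply only to normalized values, a pseudocount and a filter on low values, were not run because the files hold counts. Unless the setting itself shows it, the cause was not tested for the changes given here.

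DESeq2 without independent filtering called 43 genes, 27 higher and 16 lower, of which 41 are in the paper's list, and with its defaults 46, 27 higher and 19 lower, of which 42 are. The log2 fold change of Nup62 was 1.75 and 1.74 in these fits (adjusted p 6.76e-22 and 5.12e-16), and that of Pcdhgb8 -6.45 and -6.46 (adjusted p 2.02e-25 and 3.61e-29). Every edgeR setting with all 6 libraries called 0 genes, beside 806 at an unadjusted p under 0.05. Across the 6 fits that each left out 1 library edgeR called 0 to 1 genes in total, 0 to 1 higher and 0 to 1 of the paper's list, the single gene appearing without TBI1. DESeq2's defaults gave 33 to 325 genes in such fits, with 14 to 35 of the paper's list. The replicate block gave DESeq2's defaults more than 1.5 times as many genes as their 46, 28 of them in the paper's list. The numbers 1, 2 and 3 do not pair the samples, as the correlations of same-numbered libraries were -0.0996, -0.065 and 0.153. With the replicate block in edgeR, Nup62 had a log2 fold change of 1.75 (adjusted p 0.960), and the median of the inflammatory cytokines was 0.31, reversed from -0.998.

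Across the same 6 fits, the log2 fold change ran from -0.11 to 0.072 for Atf5 (highest without Sham2), from -0.058 to 0.29 for Krt222 (lowest without TBI3), from -1.59 to 0.63 for Krt9 and from -0.91 to 0.19 for Krt1 (both highest without Sham2). It ran from -0.069 to 1.00 for Mki67 and from -0.37 to 1.11 for Top2a, both lowest without TBI1. With counts divided by 4, chosen after seeing the data, Krt9 was at 0.0012.

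The median log2 fold changes of the lists in these fits ran from 0.11 to 0.24 for S phase (highest without Sham2), from -0.13 to 0.23 for G2/M (lowest without TBI1), from -0.012 to 0.21 for cytokinesis (lowest without TBI1), from -0.012 to 0.12 for centriole duplication (lowest without TBI3), from -1.002 to -0.052 for keratins (lowest without TBI2), from -0.12 to 0.20 for olfactory receptors (highest without TBI1), from -0.0895 to 0.0934 for the renin-angiotensin system (highest without TBI3), from -0.13 to 0.13 for cytosolic DNA sensing (highest without Sham2) and from -0.013 to 0.10 for glyoxylate metabolism (lowest without Sham2).

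For the marker lists they ran from -0.11 to 3.75 for basal forebrain (lowest without TBI1), from -0.48 to 0.70 for olfactory epithelium (lowest without TBI2), from -0.0102 to 0.73 for oligodendrocytes (lowest without Sham2), from -1.88 to 1.20 for reactive astrocytes, from -1.84 to 2.61 for inflammatory cytokines and from -0.73 to 0.10 for neuronal activity (these 3 highest without Sham2), and from -0.0197 to 0.61 for microglia (lowest without TBI1). Of the 16 marker lists 10 were under an adjusted p of 0.05 with camera, 5 to 9 with a library left out, 0 with fry, 0 with an estimated correlation, 5 with GSEA on all genes and 11 with GSEA on the filtered genes.

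GSEA on all genes gave keratins a median of -0.63 (adjusted p 0.00651), cytosolic DNA sensing -0.067 (0.00651), olfactory receptors 0.12 and the renin-angiotensin system 0.0849. GSEA on the filtered genes, which leaves the medians as they were, gave adjusted p values of 0.0269 for cytokinesis (median 0.0493) and 0.0171 for keratins (median -0.48). With all genes of at least 1 count the medians were -0.63 for keratins (adjusted p 0.0454), 0.14 for olfactory receptors and 0.0905 for the renin-angiotensin system, and more genes of each list enter these medians.

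PC1 and PC2 held 31.5% and 24.2% over all filtered genes, 76.6% and 9.44% from CPM without log, and 29.6% and 22.1% over raw counts. The power was 0.409 and 0.840 with the gene-wise coefficient of variation, for fold changes of 1.5 and 2. The log2 ratio of the protocadherin gamma sums ran from -0.20 without TBI1 to 0.14 without TBI3. Of the 200 genes changed 4-fold in simulated libraries of this size and depth, edgeR recovered 82%. Each simulated gene had the dispersion of the fitted trend, without scatter between genes, so 82% is not the power in the real libraries.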

Differences from the paper's values

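The paper reports 44 DEGs, 27 upregulated and 17 downregulated, and edgeR's quasi-likelihood test gave 0, 0 and 0, with 806 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 without independent filtering (43, 27 and 16) and DESeq2 with its defaults (46, 27 and 19) came within 1.5 times of the paper's counts, and the scalings, filters, thresholds, left-out libraries and replicate block in edgeR did not. DESeq2's defaults called 42 of the paper's 44 genes, missed 2 and called 4 others, and DESeq2 without independent filtering called 41. Among edgeR fits, that without TBI1 called Zfp664, which is in the paper's list. DESeq2's defaults with a library left out, chosen after seeing the values, called 14 to 35 of the 44, and with the replicate block 28.

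The paper gives 36.3% for PC1 and 32.6% for PC2, and the values over its 44 genes were 84.1% and 6.57%. Over all filtered genes they were 31.5% and 24.2%, and over raw counts of all genes 29.6% and 22.1%, both within 1.5 times of the paper's. Without scaling, 83.3% and 7.50%, and without log, 76.6% and 9.44%, they did not come within that range.

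The paper's power is 0.8601569, with no fold change given. The value for a fold change of 1.5 was 0.261, and 0.409 with the gene-wise coefficient of variation, both lower by more than 1.5 times. For a fold change of 2 the values 0.617 and 0.840 lay within 1.5 times.

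The p-values of Table 2 differed for each of its genes. For Nup62 the paper gives an unadjusted p of 1.49e-25 and an adjusted p of 1.72e-21, and edgeR gave 1.20e-05 and 0.226. For Ldah the paper's pair is 6.04e-11 and 4.64e-07, against 0.000183 and 0.982. For Klk6 it is 1.83e-09 and 8.42e-06, against 0.000429 and 0.982. For Apod it is 3.97e-09 and 1.52e-05, against 0.000270 and 0.982. For Snx10 it is 6.38e-08 and 0.000209921, against 0.000443 and 0.982. For Pcdhgb8 the paper gives 9.3e-30 and 2.14e-25, against 6.70e-05 and 0.630. For Tmem70 it is 1.05e-09 and 6.05e-06, against 0.000243 and 0.982. For Ptgs2 it is 6.76e-07 and 0.00179383, against 0.00126 and 0.982. For Alkal2 it is 1.33e-06 and 0.00278483, against 0.00123 and 0.982. For 6430548M08Rik it is 1.66e-05 and 0.0238548, against 0.00145 and 0.982. DESeq2 without independent filtering, set before the data were examined, came within 1.5 times of the paper's value for both p-values of all of these genes except Nup62, for which it gave 7.23e-26 and 6.76e-22. DESeq2's defaults, also set before the data were examined, did so for the adjusted p of Klk6 (5.87e-06) and of Ptgs2 (0.00127) alone. No other alternative set at that time closed a gap, and none did for Nup62.

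The paper names keratin terms among the upregulated GO terms. The keratins here were genes named Krt and a number and not those GO sets, so the gene sets compared are unlike. The 17 tested keratins had a median log2 fold change of -0.48. GSEA on all genes, those that failed the filter included, placed 38 keratins lower in TBI with an adjusted p of 0.00651. Over the alternatives the adjusted p ran from 0.00651 to 0.741.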

Other observations

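The tests of Atf5, of tissue in the TBI samples against Nup62, of the protocadherin cluster and of Sham2 were chosen after the results were seen. The counts over other splits and the test of Il4i1 were written beforehand.

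The higher Nup62 counts in TBI are not explained by reads taken from the overlapping genes. Scaled to a common library size, Nup62 gained 849.8 counts per library, while Il4i1 changed by 19.6 and Atf5 by -38.7. Tissue from other regions in TBI1 and TBI3 is argued against as the whole cause, since the lower of the log2 fold changes without TBI1 and without TBI3 was 1.68, and Nup62 was also raised in TBI2. A response of Nup62 to the injury at 24 h stays open as a hypothesis, and the other nucleoporins as a group did not rise with it. The 27 tested nucleoporins, from a list of 28 of which 27 were at 1 CPM or more in every sham library and 0 were in another list, had a median log2 fold change of -0.11 (adjusted p 0.191 from limma's camera), with 9 higher and 18 lower. Their median was -0.19 without TBI1 (adjusted p 0.0216), -0.15 without Sham3 (adjusted p 0.0428) and -0.0035 without Sham2.

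The lower Pcdhgb8 counts in TBI may come from the way reads of the shared exons were assigned among the members of the cluster. Pcdhgb8 fell by 6166 counts per library on the common scale, and the other 21 members together gained 6168. The close match rests on TBI1, since without it Pcdhgb8 fell by 6146 and the others gained 3256. With each library left out in turn the gain of the others ran from 3256 to 8371. The member that took the most counts differed between the 3 TBI libraries, and between Sham2 and the other sham libraries, which shared Pcdhgb8. A switch in promoter choice between members would also keep the sum and was not tested, since counts of the first exons alone were not used here.

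The 6 libraries can be split into 3 and 3 in 10 ways, the real one included. With DESeq2's defaults 5 of the 10 splits gave as many DEGs as the real 46, and the 9 other splits ranged from 15 to 262. At an unadjusted p under 0.05 edgeR found as many genes as the real 806 in 4 of the 10 splits, with 383 to 1514 in the 9 other splits. As many lists under an adjusted p of 0.05 with camera as the real 11 were found in 6 of the 10 splits, with 5 to 15 in the 9 other splits. With 10 splits the share cannot fall below 0.1, and the shares of these 3 counts lay above that bound. By these 3 counts the real grouping did not stand out from the other groupings. For the DEGs of edgeR the comparison is empty, since the real split gave 0, which all 10 splits must reach. The 9 other splits gave 0 to 4.

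Sham2 stood apart in genes of the response to injury. The 14 genes of a reactive astrocyte list were all highest in Sham2, at a mean of 2.83 above sham on the log2 scale, and 11 of 13 tested inflammatory cytokines were highest there, at a mean of 3.04. Gfap had 25224, 162684 and 24262 counts in Sham1 to Sham3 and 60328, 39231 and 19251 in TBI1 to TBI3, Hspb1 had 195, 12970 and 911 against 939, 505 and 348, and Lif had 64, 3627 and 29 against 58, 32 and 20. Csf1, the most abundant of the cytokines, differed less, with 845, 1784 and 484 against 834, 700 and 623. Of the 14 astrocyte genes 10 were at 1 CPM or more in every sham library and 1 was in another list. Of the 17 cytokines 1 was at that level and 7 were in another list. The median log2 fold changes were -1.41 (adjusted p 0.811 from limma's camera) and -0.998 (adjusted p 0.752, with camera pointing to higher levels in TBI). Without Sham2 they were 1.20 (adjusted p 1.06e-05) and 2.61 (adjusted p 0.000121), both called higher in TBI. GSEA over the 6 libraries called both lists lower, with adjusted p values of 0.0223 and 0.0216 on all genes and 1.67e-06 and 0.000879 on the filtered genes. Over the alternatives the adjusted p ran from 1.67e-06 to 0.986 for the astrocyte list and from 0.000121 to 0.986 for the cytokines. A difference in depth is argued against by the total of Sham2, which ranked 4 of 6 from the smallest. TBI3 lay near Sham1 and Sham3 in both lists, and TBI1 and TBI2 lay higher. The astrocyte genes were at -1.07 in TBI3, against -1.72 in Sham1 and -1.11 in Sham3. The cytokines were at -1.21, against -1.44 and -1.60. With DESeq2's defaults the split that exchanges Sham2 and TBI3 gave 262 genes, the most of the 10 splits. The exchange of Sham3 and TBI1 gave 248. These values do not settle whether labels were exchanged. A mislabelled sample cannot be told apart from an unusual sham mouse. In 43 of the paper's 44 genes Sham2 lay with the other sham libraries, but these genes were chosen by the labels. Injury from the craniotomy, which the sham mice also received, stays open and was not tested.

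Other lists moved with single libraries too. Oligodendrocyte genes lay at -1.09 in Sham2 and had a median log2 fold change of 0.34 (15 tested genes, adjusted p 0.00111 from limma's camera). This median was 0.73 without Sham1 and, with the call lost, -0.0102 without Sham2. The 31 activity-regulated genes had a median of -0.34 (adjusted p 0.00986), which was -0.73 without TBI1. Their call was lost without Sham2 (0.096) and without TBI3 (-0.20). The 22 genes of microglia and macrophages had a median of 0.28 (adjusted p 0.0192), which was -0.0197 without TBI1, 0.61 without Sham2 and 0.46 without TBI3. The call was lost without TBI1, and also without Sham1 (0.17), Sham3 (0.16) or TBI2 (0.30). All of the 15 oligodendrocyte genes, all of the 31 activity genes and 18 of the 22 microglial genes were at 1 CPM or more in every sham library, and 3 of the microglial genes were in another list. The 12 thalamic genes, 11 of them at that level, lay between -1.29 in Sham2 and 1.52 in TBI3 and had a median of 0.62 (adjusted p 0.0192). It was 1.42 without Sham3 and 0.99 without TBI1, and the call was lost without Sham1 (0.48), Sham2 (0.24), TBI2 (0.58) or TBI3 (0.15). The 10 genes of the dentate gyrus, 9 of them at that level, had a median of -0.85 (adjusted p 0.00576), which was -0.44 without TBI1 and, with the call lost, -0.51 without Sham1. For CA1, with all 9 genes at that level, the median was -0.36 (adjusted p 0.0116), and the call was lost without Sham1 (-0.12), Sham3 (-0.39) or TBI3 (-0.12). For CA3, with all 10 genes at that level, it was -0.35 (adjusted p 0.0206), and the call was lost without Sham1 (-0.17), Sham3 (-0.37) or TBI1 (-0.15). None of these calls held under fry, where the adjusted p was 0.741 or higher.

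The 12 choroid plexus genes, 6 of them at 1 CPM or more in every sham library, had a median log2 fold change of -0.50 (adjusted p 0.252 from limma's camera). Ttr, the most abundant, had 76799, 1054 and 74086 counts in Sham1 to Sham3 and 8217, 69575 and 7999 in TBI1 to TBI3, so that both groups held libraries with high and low levels. Without TBI2 the median was -2.21 (adjusted p 0.000836), without Sham2 -0.98 (adjusted p 7.32e-05), and without any of the others between -0.18 and -0.074. The 12 neocortical genes, 10 of them at that level, had a median of 0.19 (adjusted p 0.264), which was 0.38 without TBI3 (adjusted p 0.0491), 0.34 without TBI2 and 0.054 without TBI1. The 7 tested genes of the olfactory epithelium, from a list of 10, 4 of them at that level, that includes Omp and Rtp2 of the paper's 44, were drawn up after the paper's genes were read, so their p-values are not independent evidence. They had a median of 0.61 (adjusted p 0.483 from camera, which pointed to lower levels in TBI, against the sign of the median), also with 1 gene at the floor set to its bound. It was -0.48 without TBI2, -0.18 without TBI1, 0.058 without TBI3 and 0.061 over all genes with a count. Without Sham1 it was 0.15, while camera called the list lower in TBI with an adjusted p of 0.0287, the lowest of a range up to 0.720 over the alternatives. No technical or biological explanation was tested for these lists, from oligodendrocytes to olfactory epithelium.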
